A study of Mus musculus with 8 samples. Its data were reported in "The lncRNA Snhg11, a new candidate contributing to neurogenesis, plasticity and memory deficits in Down syndrome" (2023).

How the data were processed

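Hippocampal nuclei of 4 wild type (WT) and 4 Ts65Dn (TS) mice were profiled by single-nucleus RNA sequencing, with 1 library per mouse. Ts65Dn is a mouse model of Down syndrome that carries an additional small chromosome made of the distal part of mouse chromosome 16 and the centromeric part of chromosome 17. Nuclei were stained with an antibody against NeuN, a protein of neuronal nuclei, and collected by fluorescence-activated nuclear sorting before droplet capture. Genotype and replicate number were taken from the sample labels. According to the methods of the study, the libraries were made in 2 experiments, with 3 mice per genotype in the first and 1 per genotype in the second. The labels do not state which mice belong to which experiment. Replicate 4 of each genotype was treated as the second experiment, because the matrices of these 2 libraries list only retained barcodes and the other 6 list every possible barcode, and because the first principal component of the summed counts sets these 2 libraries apart.

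The authors deposited raw UMI counts per gene and barcode, which are molecule counts and not read counts, made with Cell Ranger and not normalised. The file headers give Cell Ranger 3.1.0, where the methods of the study name another version, and the labels and the methods name different versions of the droplet kit. Each gene list holds 31053 features, of which 30934 (99.9%) were found by gene identifier in the GENCODE M21 annotation of genome build GRCm38. The build of the counts is not stated, and 99.96% of neighbouring features followed the ascending order of that annotation. Coordinates and triplicated segments are therefore those of GRCm38. The triplicated segments were taken to run from *Mrpl39* (chromosome 16, 84717576 to 84735742) to the distal end, which holds 193 listed features (134 protein-coding), and from the centromere to *Pde10a* (chromosome 17, 8525372 to 8986648), which holds 63 (45 protein-coding). Whether counting used the strand is not stated either, so levels of genes that overlap another gene are uncertain.

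A barcode was kept as a nucleus when its UMIs exceeded the 99th percentile of the 7000 largest barcodes divided by 10 and when 200 to 2500 genes were detected, the gene limits that the study used. Counts were scaled to 10000 per nucleus and log2-transformed after adding 1. The 2000 most variable genes were scaled within each experiment and reduced to 60 principal components, nearest-neighbour graphs used 20 neighbours, and Leiden clustering was run at a resolution of 0.6 (scanpy 1.11.5, leidenalg 0.10.2, Python 3.11.15). Triplicated genes, *Snhg11*, *Ntng1*, genes that mark sex and mitochondrial genes took no part in clustering, so that cluster sizes can be compared between genotypes. Clusters under 50 nuclei were left out. A cluster was given a class name only from marker lists, with at least 3 markers of the class enriched and no larger number of markers of another class among its 10 leading genes. The class names are dentate gyrus (DG), CA1, CA2, CA3, retrohippocampal region (RHP) and Interneuron, and each stands for nuclei like those of that class. Doublets were limited only by the upper gene limit. Scrublet with its automatic threshold marked at most 0.0281% of nuclei in 6 of the 8 libraries, 5.18% in TS replicate 3 and 8.81% in WT replicate 3, and was not usable as a caller. Removal of the 6% of nuclei with the highest Scrublet scores in each library was therefore added as an alternative after the data had been seen.

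Because nuclei of one mouse are not replicates, raw counts were summed per library and class, and TS was compared with WT across the 8 libraries with the quasi-likelihood test of edgeR 4.0.16 (TMM scaling, R 4.3.3). Genes detected in at least 10% of nuclei of the class in one genotype were tested, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold for calling a gene. The study tested nuclei and not mice, with an adjusted p under 0.001, which is 1 of the alternatives. Levels are given as counts-per-million (CPM) of the summed counts of the class, as mean ± SD over libraries. Gene sets were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry (limma 3.58.1). Single values per library were compared by exact two-sided permutation tests over all 70 assignments of 8 libraries to groups of 4, for which the smallest possible p is 0.0286. Shares of nuclei were compared on the logit scale. The distance between genotypes was the Euclidean distance between mean WT and mean TS profiles of log2(CPM + 10), set against all 35 splits of the libraries into groups of 4. Groups, tests, marker lists, named genes and alternatives were fixed before the data were examined, apart from the alternatives said to have been added later.

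Genes are named by rule. The rule covers 23 genes that the study text names, genes called in DG or in all nuclei without overlap between the groups (at most 10 each, by size of change), and 5 genes that mark sex. Any other named gene is said to have been chosen after its values were seen. *Xist* had 23 to 51 UMIs per library and *Ddx3y* 459 to 780, and *Uty*, *Eif2s3y* and *Kdm5d* were counted in each of the 8 libraries, so all 8 mice were read as male.

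The replicate numbers of the 2 genotypes come from the labels, which do not say what a number stands for. Libraries with the same number deviated together from the means of their genotypes. In DG the correlations of these deviations across genes were 0.28, 0.27, 0.56 and 0.76 for replicates 1 to 4, against a median of -0.25 between libraries with different numbers. In all nuclei they were 0.38, 0.33, 0.59 and 0.86, against -0.28. The first principal component in DG held 46.4% of the variance and set replicate 4 apart, and the second held 23.8% and set replicate 3 apart. The replicate number was therefore read as a pairing, and fits with the replicate number as a block are given as an alternative.

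The edgeR step was tested on simulated counts with the means and library sizes of the real libraries and 200 changed genes. Simulated libraries were drawn independently, without spread shared by replicate number, so the shares recovered need not hold for the real libraries. In DG, with 1355 genes tested, 21% of 1.5-fold and 71% of 2-fold changes were called, with 3 false calls. In all nuclei, with 1843 genes tested, 19% and 66% were called, with 4 false calls. In CA2, with 3114 genes tested, 0% of either were called. With no gene changed, there were 0 false calls in DG, 1 in CA2 and 0 in all nuclei. Depth differed between classes. The summed UMIs per library ranged from 1380920 to 2504720 in DG (1941 to 2532 nuclei) and from 94630 to 284454 in CA2 (50 to 126 nuclei), and the common biological coefficient of variation ranged from 0.257 in DG to 0.288 in CA2. That each library is a separate mouse was taken from the labels. No pair of libraries of one genotype held the same counts within sampling noise, as a library deposited more than once would (chi-square per degree of freedom between 7.56 and 74.2).

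Free RNA was estimated in the 6 libraries of the first experiment from barcodes ranked 15001 to 50000 by UMIs, which were taken as empty. Interneuron transcripts counted in DG nuclei gave 125 to 184 free UMIs per DG nucleus, or 14.4% to 21.4% of the UMIs of DG nuclei. This takes every such transcript as free RNA. In each of the 6 libraries the estimate exceeded the median UMIs of the empty barcodes, which ranged from 107 to 156, so it may be too high. Alternatives to the main settings were DESeq2 size factors, the DESeq2 1.42.0 Wald test, the edgeR filterByExpr rule, no filter on low counts, the replicate number as a block, the experiment as a covariate, 500 to 2500 genes per nucleus, no upper gene limit, the 7000 largest barcodes, a clustering resolution of 1.2, scaling within each library, library sizes without *Malat1*, *Gm42418* and *AY036118*, library sizes without triplicated genes, subtraction of free RNA, an adjusted p under 0.001, log2(CPM + 1), named neuronal classes as the denominator of shares, and leaving out each library in turn. Use of the first experiment alone was planned for shares and added for the other results after the data had been seen. Enrichment of annotation terms and bulk or long-read sequencing of the study were not analysed here.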

Results

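To ask how trisomy affects the neurons of the hippocampus, nuclear RNA was counted in NeuN-sorted nuclei of 4 WT and 4 TS mice aged 4 months. The total of UMIs per library ranged from 14343807 to 17341653 in the 6 libraries of the first experiment, of which 42.5% to 60.8% lay in nuclei. The totals were 9260558 in WT replicate 4 and 10079102 in TS replicate 4, the libraries of the second experiment, whose lists hold retained barcodes only. After filtering, 27551 WT and 28588 TS nuclei remained. The number of nuclei per library was 6888 ± 215 (SD, n = 4) in WT and 7147 ± 506 (SD, n = 4) in TS and did not differ between genotypes (exact two-sided permutation test, p = 0.486). Median UMIs per nucleus were 1040.5 ± 117 (SD, n = 4) in WT and 1087 ± 264 (SD, n = 4) in TS (exact permutation p = 0.8286). Median genes detected per nucleus were 637 ± 82.9 (SD, n = 4) in WT and 642 ± 149.7 (SD, n = 4) in TS (exact permutation p = 0.886). The Benjamini-Hochberg adjusted p over these 3 exact tests was 0.886 for each. The difference of 46.5 in median UMIs changed to -55.8 without TS replicate 3, the deepest library.

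The nuclei formed 17 clusters, and 67 nuclei lay outside them. The cluster led by *Prox1*, *Cald1* and *Dock10* was DG-like and held 17234 nuclei. The CA1-like cluster (leading genes *Galntl6*, *Tbc1d1* and *Man1a* among others) held 8834, the CA3-like cluster (*Nectin3*, *Trps1*, *Iyd*) held 6364, and the CA2-like cluster (*Ntsr2*, *Amigo2*, *Strip2*) held 664. A group of 3 clusters with *Tshz2*, *Rorb*, *Fn1* or *Fezf2* among their leading genes was RHP-like and held 9744 nuclei. Another 3 clusters, with *Sst*, *Vip* or *Gad2*, were interneuron-like and held 5901. Oligodendrocyte-like, astrocyte-like and microglia-like clusters held 431, 182 and 120 nuclei. The markers left 4 clusters without a class, and these are referred to by number. Cluster 4 (*Dcn*, *Nnat*, *Col23a1*) held 4978 nuclei, cluster 11 (*Fth1*, *Tmsb4x*) held 735, cluster 13 (*Sst*, *Ndn*, with median UMIs of 325) held 487, and cluster 15 (*Fosb*, *Npas4*, *Junb*) held 398.

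Whether trisomy alters the make-up of the neuronal population was tested on the share of each of 13 classes per library, out of all nuclei. DG nuclei made up 32.4% ± 2.77 (SD, n = 4) of WT and 29.1% ± 2.94 (SD, n = 4) of TS libraries (exact permutation p = 0.200), and 1 of the 4 TS libraries lay above the WT mean. Interneurons made up 9.57% ± 0.700 (SD, n = 4) in WT and 11.4% ± 1.47 (SD, n = 4) in TS (exact permutation p = 0.143), and all 4 TS libraries lay above the WT mean. CA1 (15.9% ± 1.39 in WT, 15.7% ± 1.43 in TS), CA2 (1.18% ± 0.242, 1.202% ± 0.469), CA3 (11.4% ± 1.44, 11.4% ± 1.66) and RHP (16.7% ± 2.71, 17.9% ± 4.05) differed by less than the spread between replicates. The adjusted p was 1 for each of the 13 classes, and with a smallest possible exact p of 0.0286 a difference in 1 class alone could not pass this adjustment. The alternative that brought any class closest to the threshold took the named neuronal classes as the denominator. Interneurons then held 10.98% ± 0.673 (SD, n = 4) in WT and 13.1% ± 1.87 (SD, n = 4) in TS (exact permutation p = 0.0571, adjusted p = 0.343), and DG held 37.2% ± 3.29 and 33.6% ± 2.99. Within the first experiment, with 3 mice per genotype, the exact p was 0.4 for DG and 0.2 for Interneuron, where no p under 0.1 is possible. The second experiment has 1 library per genotype and gives no test of its own.

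**Figure D1:**
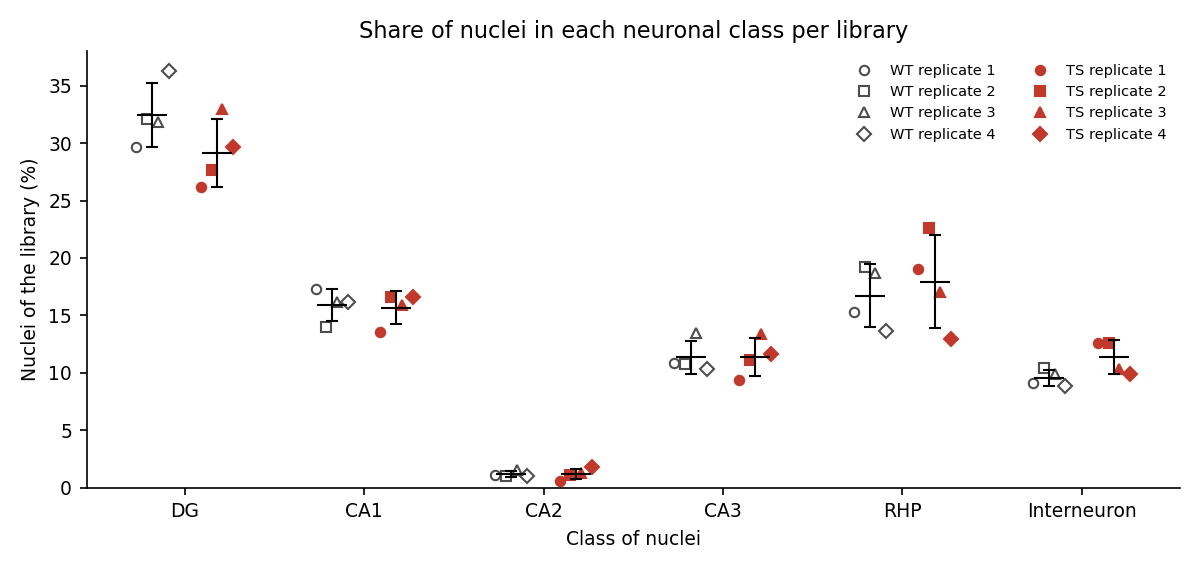
Share of nuclei (%) in each neuronal class for the 8 libraries, by genotype, with 1 point per library, marker shape for the replicate number and bars for the mean ± SD. The WT and TS libraries overlap in DG and in Interneuron, the classes whose means lie 29.1% against 32.4% and 11.4% against 9.57% in TS against WT.

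Genes changed between genotypes were then sought in each class and in all nuclei together. In DG, 3 of 1355 genes tested were called with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, in CA1 2 of 1895, in CA2 0 of 3114, in CA3 1 of 2659, in RHP 1 of 1831, in Interneuron 2 of 1956, and in all nuclei 3 of 1843. At an unadjusted p under 0.05 there were 22 genes in DG, 29 in CA1, 70 in CA2, 39 in CA3, 23 in RHP, 23 in Interneuron and 21 in all nuclei. The groups did not overlap for 2.07% of genes tested in DG and for 1.38% to 2.22% in the other fits, where chance gives 2.86%. Together the calls comprise 3 genes, which are triplicated and were higher in TS in every call. No gene outside the triplicated segments was called in any of the 7 fits without a block. With the replicate number as a block, *Fbl* was called in CA3, Interneuron and all nuclei (log2 fold change 0.85, 0.86 and 0.80) and *Stxbp5l* in CA2 (-0.72). Without a block, *Son* was called in 5 classes, *Tmem181a* in 3 and *Gtf2h5* in 1. In all nuclei, CA2, CA3, RHP and Interneuron the setting that moved the count most was the replicate number as a block, with 15, 4, 6, 7 and 5 genes called. In DG it was the DESeq2 Wald test, with 8 genes called against 4 with the block, and in CA1 the count ranged from 0 to 4, the latter with the Wald test. The count in DG fell to 1 when WT replicate 1, 2 or 3 or TS replicate 1 was left out, and to 1 in the first experiment alone. The absence of a call does not exclude a change of 1.5-fold, of which the simulation for DG recovered 21%. That share may be too high for the real data, because the simulation changed 200 genes, which eases the adjustment. It also held no spread shared by replicate number. Of the 16 triplicated genes tested in DG, with a median log2 fold change of 0.58, 3 were called.

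*Son* (ENSMUSG00000022961, chromosome 16, 91647506 to 91679221) rose in DG from 1616 ± 132 CPM (SD, n = 4) in WT to 3536 ± 299 CPM (SD, n = 4) in TS, a log2 fold change of 1.18 (SE 0.11; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00238). *Tmem181a* (ENSMUSG00000038141, chromosome 17, 6256860 to 6308314) rose from 154 ± 22.1 to 428 ± 83.5 CPM, a log2 fold change of 1.53 (SE 0.19, adjusted p = 0.0128 from edgeR). *Gtf2h5* (ENSMUSG00000034345, chromosome 17, 6079786 to 6086517) rose from 197 ± 9.24 to 344 ± 18.0 CPM, a log2 fold change of 0.85 (SE 0.11, adjusted p = 0.0128 from edgeR). For each of these genes all 4 TS libraries lay above all 4 WT libraries. In all nuclei the log2 fold changes were 1.08 for *Son*, 1.27 for *Tmem181a* and 0.83 for *Gtf2h5*. The 3' part of *Son* overlaps *Donson* and that of *Tmem181a* overlaps *Dynlt1a*, in both cases on the opposite strand, and the annotation lists 2 pseudogene copies of *Tmem181a* in the same triplicated segment, so the levels of these genes are uncertain to that extent. *Son* in DG was called in all 8 fits that each left out one library, *Tmem181a* in 4 and *Gtf2h5* in 3, the last not without WT replicate 1, 2 or 3 or TS replicate 1 or 2. *Tmem181a* was lost without WT replicate 1, 2 or 3 or TS replicate 1. Across these fits the log2 fold change in DG ranged from 1.14 to 1.24, from 1.42 to 1.67 and from 0.83 to 0.90 for the 3 genes.

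The dosage of the triplicated genes as a set was examined next. The median log2 fold change of the triplicated genes tested was 0.58 in DG (16 genes), 0.60 in CA1 (24), 0.65 in CA2 (37), 0.60 in CA3 (31), 0.61 in RHP (21), 0.61 in Interneuron (21) and 0.59 in all nuclei (24), where an extra gene copy alone predicts 0.58, the log2 of 1.5. All triplicated genes tested were higher in TS, except in CA2, where 36 of 37 were. The median of the other genes lay between -0.01 and 0.01. Camera at the preset correlation gave p from 1.8e-101 in all nuclei to 2.6e-23 in CA2. The difference also held in all 7 fits with an estimated correlation (p from 2.5e-07 to 2.4e-05) and with fry (p from 3.4e-09 to 1.9e-05). Of the alternatives, the one that moved a median furthest left out TS replicate 3, with 0.54 in CA2.

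**Figure D2:**
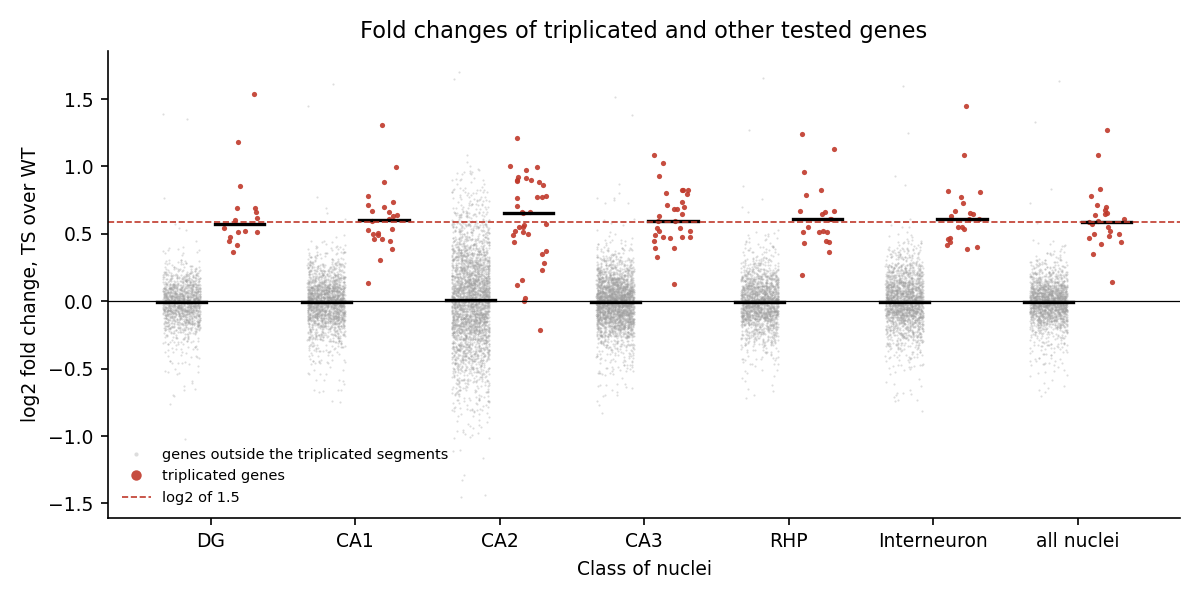
Log2 fold change (TS over WT) of triplicated genes and of other genes tested, in each class and in all nuclei, with 1 point per triplicated gene, black bars for medians and a dashed line at the log2 of 1.5. The medians of triplicated genes lie between 0.58 and 0.65, and those of the other genes between -0.01 and 0.01.

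The 23 genes named by the study were followed in each class where they were tested. Of these, 1 was called in each class except CA2, namely *Son*, and 0 were called in CA2, where *Son* had a log2 fold change of 0.90 at an unadjusted p of 0.000344. Counts adjusted over the list alone were 5 in DG, 2 in CA1, 1 in CA2, 3 in CA3, 3 in RHP, 1 in Interneuron and 5 in all nuclei, which is not independent evidence because the study chose the list on these mice. With the replicate number as a block, 2 were called in DG, 1 in CA2, 2 in CA3, 2 in RHP and 5 in all nuclei. The triplicated genes of the list were all higher in TS in DG. *Ttc3* rose by a log2 fold change of 0.47 and *Synj1* by 0.52 (edgeR adjusted p = 0.129 for both), *App* by 0.61 (edgeR adjusted p = 0.268), *Itsn1* by 0.62 (edgeR adjusted p = 0.946) and *Kcnj6* by 0.37 (edgeR adjusted p = 0.998). For *Ttc3*, *Synj1* and *App* all 4 TS libraries lay above all 4 WT libraries. *Ttc3* in DG was called with the replicate number as a block (log2 fold change 0.47, edgeR adjusted p = 0.0431). *Gart* in CA3 had a log2 fold change of 0.82 at an unadjusted p of 0.0246, and *Dyrk1a* in CA3 had 0.52 at 0.0107, neither of which passed adjustment (edgeR adjusted p = 1.00). *Slc5a3* had log2 fold changes from 0.46 in CA1 to 1.21 in CA2.

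Outside the triplicated segments none of the listed genes was called in any class. In DG, *Negr1* had a log2 fold change of -0.14, *Ptprd* -0.13, *Dpp6* -0.13, *Macrod2* -0.46 and *Flrt3* 0.36, each with an edgeR adjusted p of 0.998. The value for *Negr1* was 0.03 without TS replicate 2, and that for *Dpp6* was 0.05 without WT replicate 3. Leaving out one library gave a range from -0.67 to -0.22 for *Macrod2* and from 0.10 to 0.57 for *Flrt3*. *Epha6* in CA1 had -0.46, and *Kcna1* and *Kcnc1* in Interneuron had -0.45 and -0.25, at adjusted p values of 1.00 from edgeR. Their ranges were -1.10 to -0.26, -0.64 to -0.24 and -0.36 to -0.16, so the size of these changes depends on single libraries. *Eid1* did not reach the detection limit in CA1 and was tested in CA2 and CA3, with 0.52 (SE 0.75) and 0.42 (SE 1.03). Its level was set by replicate 4. In CA3 it had 156 CPM in WT replicate 4 and 232 CPM in TS replicate 4, against 9.69 to 22.3 CPM in the other libraries. In CA2 these 2 libraries had 205 and 271 CPM, against 20.3 to 42.2 CPM. Neither value is therefore evidence of a change with genotype. *Malat1* had 0.20 and *Meg3* -0.10 in DG. *Grin2a* (chromosome 16, 9567898 to 9995560, outside the triplicated segment) was lower in TS in all 7 fits. Its level in all nuclei was 2004 ± 714 CPM (SD, n = 4) in WT and 1204 ± 330.3 CPM (SD, n = 4) in TS, a log2 fold change of -0.68 (SE 0.31, edgeR adjusted p = 1.00). All 4 TS libraries lay below the WT mean, and the unadjusted p was under 0.05 in CA1 (0.0419) and CA2 (0.0285) only.

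Whether the DG profile as a whole shifts in trisomy was tested by the distance between the mean profiles. The distance in DG was 7.51, and 25 of the 35 splits of the 8 libraries gave a distance as large. In the other classes and in all nuclei, distances were 8.93 in CA1, 19.1 in CA2, 10.96 in CA3, 8.54 in RHP, 9.24 in Interneuron and 8.16 in all nuclei, and 21 to 25 of the 35 splits gave one as large. After thinning each library of a class to the same number of UMIs, the count for DG was 26 of 35. With no filter on low counts the distance in DG was 18.9, the largest move under any alternative, and it stayed within the range of the splits. The distance between genotypes was therefore not larger than most distances over the 35 splits. Among the 8 splits that part every pair of libraries with the same replicate number, as genotype does, 3 gave a distance as large in DG, CA1, RHP, Interneuron and all nuclei, 2 in CA3 and 1, the real one, in CA2, and the distance lay above the median of these splits in each fit (6.63 in DG). A share under 0.125 is not possible with 8 splits, so a shift smaller than the differences between replicate numbers is not excluded.

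*Snhg11* (ENSMUSG00000044349, chromosome 2, 158375638 to 158386145), a long non-coding RNA gene that hosts the snoRNA genes *Gm25187* and *Gm25129*, was examined because the study describes its reduction in trisomic DG. The study also reported lower *Snhg11* by quantitative PCR in dissected DG of another Down syndrome mouse model and of people with Down syndrome. Those samples are not among the 8 libraries, which cannot speak to them. In DG the level of *Snhg11* was 4973 ± 905 CPM (SD, n = 4) in WT and 3927 ± 2321 CPM (SD, n = 4) in TS. The log2 fold change was -0.30 (SE 0.46; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.998), which is within the spread between replicates, and 2 of the 4 TS libraries lay below the WT mean. The WT libraries had 4333, 6219, 4273 and 5068 CPM, and the TS libraries 6215, 5137, 3474 and 884 CPM. The lowest value, in TS replicate 4, decided the direction, because the log2 fold change was 0.03 without that library. It was also 0.05 in the first experiment alone and 0.19 there after subtraction of free RNA. The log2 fold change of *Snhg11* was 0.00 in CA1, 0.01 in CA2, -0.04 in CA3, 0.03 in RHP, 0.07 in Interneuron and 0.05 in all nuclei. The level was highest in Interneuron, at 30379 ± 2628 CPM (SD, n = 4) in WT and 30864 ± 6408 CPM (SD, n = 4) in TS. *Ntng1* (ENSMUSG00000059857, chromosome 3, 109780040 to 110144011) had 1152 ± 226 CPM (SD, n = 4) in WT and 772 ± 364 CPM (SD, n = 4) in TS in DG, a log2 fold change of -0.52 (SE 0.40, edgeR adjusted p = 0.998). All 4 TS libraries lay below the WT mean, and the change was -0.21 without TS replicate 2. Between libraries with the same replicate number the direction was mixed. TS was lower for replicates 1 (844 against 1381 CPM) and 2 (240 against 1310 CPM). It was higher for replicates 3 (1034 against 967 CPM) and 4 (971 against 949 CPM).

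Specificity for DG was tested directly, as the level in DG relative to CA1, CA3, RHP and Interneuron in the same library. For *Snhg11* the difference between TS and WT in this log2 ratio was -0.58 (exact permutation p = 0.343, adjusted p = 0.343), and 3 of the 4 TS libraries lay below the WT mean. It was -0.07 without TS replicate 4 (exact p = 0.657), -0.85 without TS replicate 1 (exact p = 0.0286) and 0.07 in the first experiment after subtraction of free RNA. For *Ntng1* the difference was -0.17 (exact permutation p = 0.229, adjusted p = 0.343), with 3 of the 4 TS libraries below the WT mean, and -0.27 without TS replicate 3 (exact p = 0.0286). Genes enriched in DG were taken as a set to ask whether granule cell identity weakens. Genes of the marker lists, *Prox1* among them, were left out of this set, so it does not test the markers that named DG. Of the 121 remaining genes at least 1 log2 unit higher in DG than in the other neuronal classes, 65 were lower and 56 higher in TS. Their median log2 fold change was -0.02, with p = 0.690 by camera, p = 0.585 with an estimated correlation and p = 0.260 by fry. None of the 121 was called, and the median ranged from -0.05 in the first experiment after subtraction of free RNA to 0.02 without WT replicate 3.

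**Figure D3:**
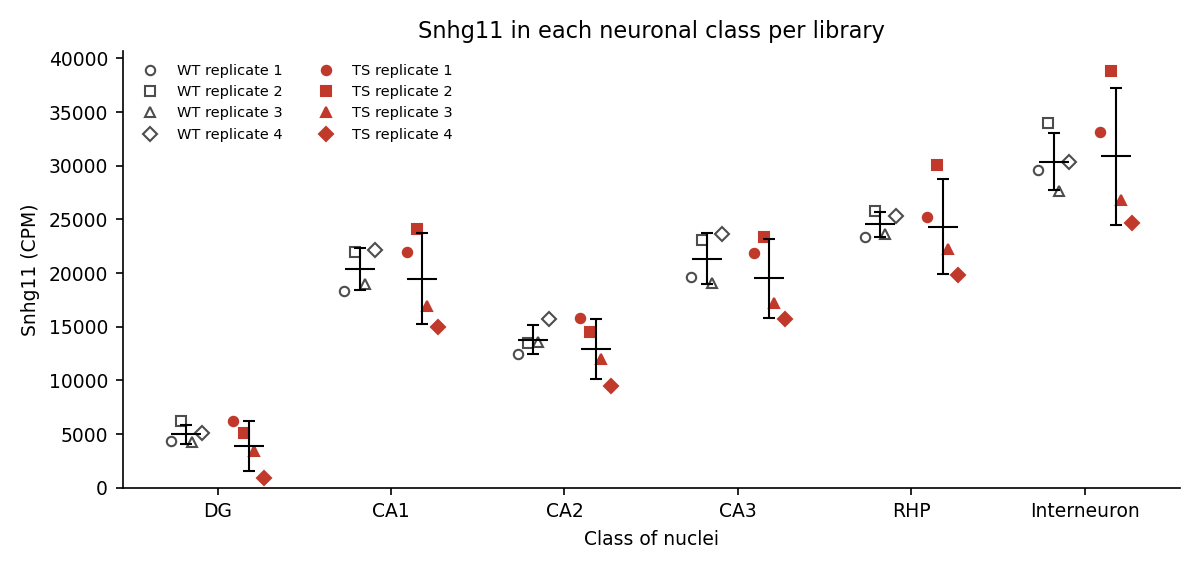
*Snhg11* level (CPM of the summed counts of the class) in each neuronal class for the 8 libraries, with 1 point per library, marker shape for the replicate number and bars for the mean ± SD by genotype. In DG, TS replicate 4 lies at 884 CPM and the other 7 libraries between 3474 and 6219 CPM.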

Values the study reported

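The study reported 27602 nuclei from WT and 28545 nuclei from TS mice, which fell into 17 clusters. It reported 291 differentially expressed genes in total over the neuronal subtypes, from a comparison of nuclei. Of 42 triplicated genes on mouse chromosome 17, it reported 7 as deregulated.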

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

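The tests of replicate number for CA3, for cluster 13 and for *Itsn1*, that of the second experiment for cluster 11, that of microglia for the astrocyte share and that of class mix for *Ntng1* were chosen after the result was seen. In 126 groups of 4 libraries, 10 had a library set apart from the other 3 by Dixon's criterion, where chance gives about 1 in 20, or 6.3 groups.

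Cluster 11, led by *Fth1* and *Tmsb4x*, held 3.51% of nuclei in WT replicate 4, against 0% to 0.136% in the other WT libraries, and 5.88% in TS replicate 4, against 0.0571% to 0.382% in the other TS libraries. Genotype does not account for it, since WT replicate 4 shares it. These are the libraries of the second experiment and also those with replicate number 4. That both lie above the 6 others, the lower at 3.51%, only restates what set them apart, so the experiment and its handling cannot be told apart. The cluster held 245 nuclei in WT replicate 4 and 417 in TS replicate 4, against 0 to 30 in the 6 others, whose lists hold every barcode. Filtering by the authors can only remove barcodes, so these counts argue against it as the source.

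Cluster 13, with median UMIs of 325 per nucleus, held 3.21% of nuclei in WT replicate 1 against 0.0286% to 0.505% in the other WT libraries, and 2.37% in TS replicate 1 against 0.0151% to 0.285% in the other TS libraries. Genotype does not account for a rise found in both genotypes. Both libraries with replicate number 1 lie above the 6 others, the lower at 2.37%, but this only restates what set them apart. The labels do not say what a replicate number stands for, so what the pair shares stays open.

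CA3 nuclei made up 13.5% of WT replicate 3, against 10.4% to 10.9% in the other WT libraries, and CA2 nuclei made up 1.54% of it, against 1.02% to 1.10%. TS replicate 3 also had the highest CA3 share of the TS libraries, 13.4%, which is in line with a dissection or a capture step shared by replicates 3. For CA2 the highest TS share was in TS replicate 4, at 1.78%, so the shared number does not extend to CA2. No biological explanation was tested within a genotype.

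Astrocytes made up 0.762% of TS replicate 4, against 0.153% to 0.196% in the other TS libraries. A sort that let in all glia alike should raise microglia too. Their share in TS replicate 4 was 0.198%, within the 0.132% to 0.287% of the other 7 libraries, which argues against it. Oligodendrocytes, at 1.23%, were the highest of the 8 libraries, so a partial leak of glia through the sort stays open. The other library of the second experiment, WT replicate 4, had 0.372%.

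*Ntng1* had 169 CPM in all nuclei of TS replicate 2, against 559 to 598 CPM in the other TS libraries. A change in the mix of classes would leave its level within each class in the range of the other TS libraries. The smallest fall within a class was a log2 difference of -1.05, so the mix does not account for it. In DG it had 240 CPM in this mouse and 844 to 1034 CPM in the other TS mice. Empty barcodes of this library, which are counted separately, also had the lowest level, 81.3 CPM, against 186 to 250 CPM in the other 5 libraries with empty barcodes. A variant of this mouse, a mapping difference and its regulation stay open and were not tested.

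*Itsn1* had 155 CPM in DG of WT replicate 3, against 97.8 to 103 CPM in the other WT libraries. TS replicate 3 had 193 CPM, and TS replicate 2 had 199 CPM. In each of the 5 other neuronal classes and in all nuclei (122 and 158 CPM), WT replicate 3 and TS replicate 3 had the highest level of their genotype, as spread shared by that number would give. The classes come from the same mice and are not independent, and in DG TS replicate 3 was not the highest, so a part of the replicate number and chance cannot be told apart there with 4 libraries per genotype. *Gtf2h5* had 371 CPM in DG of TS replicate 2, against 334 to 336 CPM in the other TS libraries, a gap that is large only beside the close agreement of those 3 values. No explanation was tested for it, and with all 4 TS libraries above all 4 WT libraries it leaves the direction as it is.

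Barcodes taken as empty served to estimate free RNA and were not themselves compared between genotypes in the main results. In them all 24 triplicated genes tested in all nuclei were higher in TS, with a median log2 fold change of 0.60, against -0.05 for the other genes and 0.51 for the triplicated genes in nuclei of the same 6 libraries. The lowest TS library had a median of 0.52 relative to the WT mean and the highest WT library 0.03 (exact p = 0.1, the smallest that 3 against 3 allows). If this RNA was released from the same kind of nuclei, fold changes should follow those in nuclei gene by gene. Across the 24 genes Pearson's r was 0.351 and Spearman's rho 0.422 (one-sided permutation p = 0.0443 for r), although genes are not independent replicates. This is consistent with free RNA from the sorted material carrying the genotype of the mouse.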

How the results depend on the processing

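Removal of the highest Scrublet scores, and the first experiment alone for all results other than shares, were chosen after the data had been seen. Over 991 values of main results under an alternative, 776 were the same. A test was the same when it kept its direction and its side of the threshold. A count of calls was the same when it was equal or differed by at most a factor of 1.5. Of the others, 2 became stronger, 160 were counts that moved further and 53 reversed. The 2 stronger values concern specificity for DG and were judged on an unadjusted exact p. For single genes 861 values gave 723 the same and 138 changed, of which 116 were weaker, 6 stronger and 16 reversed. The median of the triplicated genes kept its outcome in all 7 fits under every alternative that gives one. The genotype distance stayed within the range of the splits in every alternative with 35 splits. With the replicate number as a block only 8 splits exist, and with 6 libraries no share under 0.1 is possible, so there the outcome could not change, although with the block the count for CA2 went from 21 of 35 to 1 of 8. The shares of DG and Interneuron kept their direction, but a difference in 1 class alone could not pass the adjustment. The DESeq2 Wald test gives no value for gene sets, distance or specificity for DG, and the experiment as a covariate gives none for specificity. Where a cause is not named, the cause was not tested.

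With the replicate number as a block, 4 genes were called in CA2, 6 in CA3, 7 in RHP, 5 in Interneuron and 15 in all nuclei, and of the genes named by the study 2 in DG, 1 in CA2, 2 in CA3, 2 in RHP and 5 in all nuclei. The block retained all calls made without it. Outside the triplicated segments it called *Stxbp5l* in CA2 (log2 fold change -0.72) and *Fbl* in CA3, Interneuron and all nuclei (0.85, 0.86 and 0.80), genes chosen after their values were seen. In DG and CA1 it gave 4 and 2 calls, and it changed no call of gene sets. For shares and specificity the block leaves 4 pairs, where no p under 0.125 is possible, so it could not change a call. The Interneuron share was higher in TS in all 4 pairs (12.6% against 9.16%, 12.6% against 10.4%, 10.3% against 9.91% and 9.86% against 8.85%). With the experiment as a covariate there were 5 calls in DG, 1 in CA2, 2 in CA3 and 6 in RHP, and of the study genes 3 in DG, 1 in CA2 and 2 in RHP, all triplicated.

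The DESeq2 Wald test called 8 genes in DG, 4 in CA1, 1 in CA2, 5 in CA3, 5 in RHP and 9 in all nuclei, and of the study genes 4 in DG, 2 in CA1, 1 in CA2, 2 in RHP and 3 in all nuclei. With filterByExpr, which tests 2290 to 13987 genes, 1 gene was called in DG and 0 in CA1, CA3, RHP, Interneuron and all nuclei, with 43 to 133 genes at an unadjusted p under 0.05 in the fits with 0 calls, and 0 study genes were called in any of the 6 fits other than CA2. With no filter, which tests 15188 to 23252 genes, 1 gene was called in DG, 1 in CA2, and 0 in CA3 and all nuclei (322 to 381 genes at an unadjusted p under 0.05), and 0 study genes in DG, CA1, CA3, RHP, Interneuron and all nuclei. The adjustment then runs over more genes. At an adjusted p under 0.001, 0 genes were called in all 7 fits, where 21 to 70 had an unadjusted p under 0.05.

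In the first experiment alone, with 6 libraries, 1 gene was called in DG and 0 in the other 6 fits (31 to 130 genes at an unadjusted p under 0.05), with 0 study genes outside DG. *Snhg11* in DG was 0.0515, *Meg3* in all nuclei 0.0493, the logit difference of the CA3 share -0.043 and the difference in median genes -10.3. With free RNA subtracted in these 6 libraries, *Snhg11* in DG was 0.19, *Snhg11* in DG against the other classes 0.0726 and *Meg3* 0.0600. The calls were 0 in CA1, CA3, RHP, Interneuron and all nuclei (41 to 121 genes at an unadjusted p under 0.05), and 0 of these were study genes.

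With 500 to 2500 genes per nucleus, 1 gene was called in CA1 and 0 in RHP, where *Son*, a study gene, was lost, with 31 to 69 genes at an unadjusted p under 0.05 in the fits with 0 calls. The logit difference became 0.0083 for CA1, 0.011 for CA2 and 0.71 for cluster 13, the difference in nuclei per library -92, the median of DG-enriched genes 0.0049 and *Meg3* 0.000167. Without the highest Scrublet scores there was 1 call in CA1, 2 in RHP and 0 in Interneuron (0 study genes; 25 to 61 genes at an unadjusted p under 0.05 in fits with 0 calls), and cluster 4 differed by 0.0022. At a resolution of 1.2 there were 2 calls in RHP, and Astrocyte and cluster 4 differed by 0.029 and 0.055. Scaling within each library gave 2 calls in RHP and differences of 0.069 for CA2 and 0.062 for Astrocyte. Library sizes without *Malat1*, *Gm42418* and *AY036118* gave 2 calls in RHP and a median of 0.0089 for DG-enriched genes, which was 0.000948 with no filter. DESeq2 size factors gave 0.00383 for *Meg3* in all nuclei, and the Wald test gave 0.00382. With no upper gene limit the CA3 share differed by -0.00067, and with the 7000 largest barcodes CA1 differed by 0.00015 and cluster 4 by 0.015.

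Leaving out each library in turn gave from 1 to 3 calls in DG, 0 to 1 in CA1, 0 to 0 in CA3, 0 to 1 in RHP, 0 to 1 in Interneuron and 0 to 2 in all nuclei. Of the study genes, 0 to 1 were called in CA1, RHP and all nuclei and 0 in CA3 and Interneuron. In the 39 of these 56 fits with 0 calls, 18 to 157 genes had an unadjusted p under 0.05, and such fits have fewer samples. *Snhg11* ranged from -0.62 to 0.03 in DG and from -0.0907 to 0.17 in all nuclei, *Negr1* in DG from -0.35 to 0.03, *Dpp6* in DG from -0.27 to 0.0530, *Kcnj6* in all nuclei from 0.08 to 0.53 and *Meg3* in all nuclei from -0.0924 to 0.0728. The median of DG-enriched genes ranged from -0.03 to 0.0168. *Snhg11* in DG against the other classes ranged from -0.85 to -0.0720, with an unadjusted exact p under 0.05 only without TS replicate 1. *Ntng1* ranged from -0.27 to -0.0806, with an unadjusted exact p under 0.05 only without TS replicate 3. These p values were not adjusted over the 2 genes, as the main result was, so they are not calls. The logit difference in share ranged from -0.067 to 0.037 in CA1, -0.186 to 0.158 in CA2, -0.065 to 0.069 in CA3, -0.030 to 0.196 in RHP, -0.264 to 0.026 in Oligodendrocyte, -0.458 to 0.145 in Astrocyte, -0.038 to 0.211 in Microglia, -0.197 to 0.102 in cluster 4, -1.39 to 0.167 in cluster 13 and -0.612 to 0.526 in cluster 15. The difference in median UMIs ranged from -55.8 to 125.5 and in median genes from -39.9 to 52.6.

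Among the neuronal classes tested, CA2 had the lowest depth. With 94630 to 284454 UMIs per library, its simulation recovered 0% of 2-fold changes, so its count of 0 calls says little about changes of that size. At the same depth 4 genes were called with the replicate number as a block, so depth and the choice of model were not separated.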

Other observations

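For *Snhg11* in TS replicate 4 the tests of the second experiment, of a shift of the whole library and of nuclei of another class, for *Tmem181a* the test of its copies and for variable genes that of counting noise were chosen after the result was seen, and for genotype distance the ranking among the 35 splits was planned but the share of 5% at which it is read was set after.

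The number of distinct genes called in the 6 neuronal classes here, without a block, was 3. That is lower than the total quoted from the study above, where nuclei and not mice were the replicates. The study itself reported that a pooled analysis of the same samples missed most of its genes, and read this as an effect specific to cell types. Of the 3 genes called here, 2 lie in the triplicated segment of chromosome 17. That is lower than the number quoted from the study above for that segment. With the replicate number as a block more genes were called in each class except CA1, up to 7 in RHP. The counts of 3 and 2 leave these out.

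How often other groupings of the 8 libraries give as many calls was counted over 35 splits. As many genes were called in 3 of the 35 splits in DG, 3 in CA1, 35 in CA2, 5 in CA3, 5 in RHP, 2 in Interneuron and 2 in all nuclei, the real split included. The count of calls among the study genes, 6 over the 7 fits, was reached in 2 of the 35 splits. The split of replicates 1 and 2 against 3 and 4 gave far more calls than genotype did, with 87 in DG, 110 in CA1, 114 in CA3, 144 in RHP, 98 in Interneuron and 221 in all nuclei, though 1 in CA2, and 7 among the study genes. Only 8 splits part every pair of libraries with the same number, as genotype does. With the replicate number as a block, the real split was the 1 of these 8 with as many calls in each fit, and the others gave at most 1 call. The median of the triplicated genes was as far from 0 in 1 of the 35 splits, the real one, in each of the 7 fits.

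The genotype distance was reached or exceeded in 25 of the 35 splits in DG, 25 in CA1, 21 in CA2, 24 in CA3, 25 in RHP, 25 in Interneuron and 25 in all nuclei. Among the 8 splits that part every pair, the counts were 3 in DG, 3 in CA1, 1 in CA2, 2 in CA3, 3 in RHP, 3 in Interneuron and 3 in all nuclei, and 8 splits cannot give a share under 0.125. The median of DG-enriched genes was as far from 0 in 17 of the 35 splits and in 1 of the 8 that part every pair.

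Fewer genes than chance gives had an unadjusted p under 0.05. Outside the triplicated segments the share was 0.110% in all nuclei and 0.362% to 1.88% in the classes, where chance gives 5%. A candidate explanation is spread shared by libraries with the same replicate number, which the test without a block counts as error. With the replicate number as a block the share rose to 7.26% in all nuclei and to between 5.00% and 7.57% in the classes, which is consistent with that explanation. What the number stands for, such as a litter or a day of preparation, stays open.

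*Snhg11* in DG of TS replicate 4 was a log2 difference of -2.49 below the mean of the other 7 libraries. Less free RNA in that library would lower interneuron transcripts in DG nuclei, and 20 interneuron markers summed fell by 0.65 on the log2 scale. How much of that sum is free RNA is not known, so this test cannot exclude less free RNA. If free RNA alone supplied the level of the others, subtraction should bring them down to 884 CPM, but the lowest of the 6 libraries with empty barcodes stayed at 2035 CPM. The second experiment as a whole does not account for it, since WT replicate 4 had 5068 CPM. *Snhg11* was lowest in TS replicate 4 in all 6 classes, yet the largest fall outside DG was a log2 difference of -0.55, so a uniform shift of the library does not account for the fall in DG. Nuclei of the other neuronal classes among the DG nuclei would raise *Snhg11*, whose lowest level in those classes of TS replicate 4 was 9499 CPM. Nuclei that lack *Snhg11* would lower the DG markers as far, but the median log2 difference over 15 markers was 0.10 and the lowest -0.44. A fall in the granule cells of this one mouse may remain as a hypothesis. The label of this library is not in doubt from the triplicated genes, since *Son* had 3445 CPM in its DG nuclei, against 1429 to 1737 CPM in WT. A variant that affects counting was not tested, and the 3 other TS libraries, at 3474 to 6215 CPM, do not show it.

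Free RNA may supply a large part of the *Snhg11* UMIs counted in DG nuclei. Empty barcodes held 11558 to 12976 CPM of *Snhg11*, above the level in DG. By the estimate from interneuron transcripts, a median of 47.1% of the *Snhg11* UMIs in DG nuclei was free RNA, from 38.2% to 59.2% over the 6 libraries. That estimate takes every interneuron transcript in DG nuclei as free RNA and may be too high, so the true share may be lower. To the extent that free RNA contributes, fold changes of *Snhg11* in DG are diluted, and levels in DG depend on how much free RNA a library holds.

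*Son* and *Tmem181a* rose by more than the 1.5-fold of an extra copy. *Gtf2h5* also lay above the log2 of 1.5, by less, at 0.85 (SE 0.11) in DG and 0.83 (SE 0.10) in all nuclei. No explanation was tested for the excess of *Gtf2h5*. For *Son*, free RNA does not account for the excess, since after its subtraction the log2 ratio of TS to WT mean CPM in DG of the first experiment was 1.08, and the fitted log2 fold change of *Son* in DG was 1.15. Reads shared with the annotated pseudogene copies of *Tmem181a* do not by themselves account for its excess, since both copies lie in the same triplicated segment, where an extra copy predicts 0.58, and the log2 fold change of *Tmem181a* in all nuclei was 1.27 (SE 0.16). *Donson* and *Dynlt1a*, which overlap *Son* and *Tmem181a* on the other strand, lie in the triplicated segments too, so reads from them at the dosage of an extra copy would not give the excess either. Copies missing from the annotation, a strain variant on the triplicated segment and a true excess over dosage stay open as untested.

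Some genes varied widely between mice of one genotype. *Rnf121* in all nuclei had 20.9, 18.6, 522 and 440.0 CPM in WT and 989, 1109.5, 425 and 443 CPM in TS. *Sav1* had 9.66, 183, 14.5 and 13.2 CPM in WT and 203, 13.4, 98.5 and 207 CPM in TS, and *Timp4* 31.8, 216, 47.0 and 212 CPM in WT and 234, 258, 125 and 9.95 CPM in TS. These genes were chosen after their values were seen. Counting noise does not account for the spread, since the 200 most variable of 1764 genes, chosen in one part of the nuclei of each library, had deviations there that correlated at a median of 0.991 with those in the other part. Haplotypes that segregate in the mixed background of the strain might give such steps, and would make variable genes within 5 Mb vary together. The mean absolute correlation of 108 neighbouring pairs was 0.558, against 0.563 with shuffled positions (one-sided permutation p = 0.552), so this test does not separate haplotypes from other sources of variation.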
